A study of Mus musculus with 6 samples. Its data were reported in "Notch signaling is a driver of glandular stem cell activity and regenerative migration after damage" (2025).

How the data were processed

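RNA was measured in mouse submandibular salivary gland organoids (mSGOs), multicellular structures grown in Matrigel from dissociated adult gland cells of C57BL/6 mice. The organoids were untreated and were kept in WRY medium, which contains Wnt3a- and R-spondin1-conditioned medium. Organoids from 3 mice were collected on day 5 and on day 7 of culture, which gave 6 libraries, 3 per day. Per the labels, polyadenylated RNA of high integrity was converted to libraries with the Lexogen QuantSeq 3′ kit, which reads the 3′ end of each transcript. A count is therefore a read from the end of a transcript and is not divided by gene length.

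The deposited files hold 1 whole-number read count per Ensembl gene ID and library, not normalised. The authors aligned the reads to the mouse genome GRCm39. The aligner, the gene annotation release, the strand setting and the treatment of reads that align to several places are not stated. Each file closes with 5 entries that name no gene and have the form htseq-count writes. They hold reads outside annotated genes and reads that could belong to more than 1 gene. These entries were left out of library sizes and tests. Their share of all counts in a file, genes and these entries together, was 13.7% to 14.4% at day 5 and 9.12% to 9.74% at day 7. Reads that a file does not count are not in this total.

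The files list 47643 gene IDs and no gene names. Names, types and coordinates were taken from the GENCODE vM39 annotation of GRCm39 by exact match of the ID, which found 43465 IDs (91.2%). The other 4178 IDs stayed in the tests without a name. The annotation used by the authors is older than vM39, so coordinates may differ from those used for counting, by an amount that was not checked.

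Genes with at least 1 count in at least 2 libraries were tested, 15792 of the 18687 genes with any count. Day 7 was compared with day 5 by the two-sided quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with TMM normalisation (glmQLFit and glmQLFTest, robust = FALSE) and day as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of F from this test. It is thus an approximation, most of all for genes with few counts in a day. A gene was past the threshold with an adjusted p under 0.05 and an absolute log2 fold change over 0.6, after the settings named in the methods of the study. CPM are counts divided by the TMM-scaled library size and multiplied by 1000000. For the principal components, a prior count of 2 was added before taking log2 CPM.

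The genes named in the text follow a rule. They are 32 genes that the text of the study names for its cell populations and for Notch signalling, whatever their values. They are also the 6 largest rises and the 6 largest falls past the threshold with a mean of at least 5 CPM and no overlap between the days, the 3 smallest p-values in each direction, and up to 3 members with the smallest p of each gene set past the threshold. Predicted or unnamed loci were passed over. This skipped 9 among the largest falls, 1 among the falls with the smallest p and 0 among the rises. The rule gave 76 genes.

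For 24 gene sets (587 genes, written from general knowledge and from the markers in the study), the camera test of limma 3.58.1 was run with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the sets. A set needed at least 2 genes that passed the filter. Markers of macrophages (12 genes), endothelium (10), fibroblasts (12) and erythroid cells (6), 4 Y-linked genes and *Xist* were summed per library to look for other cells and for the sex of the donors. Library measures were compared by an exact two-sided permutation test, whose smallest p for 3 against 3 libraries is 0.1, and by an exact sign-flip test within mice, whose smallest p is 0.25.

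The total count in genes per library lay between 1918198 and 2837397. A gene with a count of 0 in a library could hold up to 3 counts there, which is 1.06 to 1.56 CPM. Intervals are at 95% and, like these floors, cover counting error only, since reads were counted without molecular identifiers. No pair of libraries agreed within sampling noise: the smallest chi-square per degree of freedom between libraries of a day was 1.99.

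Libraries with the same number come from the same mouse, as the titles and the design description state. Across 8172 genes with a mean of at least 10 CPM, the deviations of same-numbered libraries from their day mean correlated at 0.14, -0.10 and 0.16 for mice 1, 2 and 3. The fit with the mouse as a block is given where it changed a call.

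The test, the filter, the gene lists, the naming rule and all alternatives were fixed before the data were examined, except the limma voom fit with a separate weight for each day and the use of other minimum fold changes and glmTreat for single genes and the study's list. The alternatives were scaling by the size factors of DESeq2, by the upper quartile or by library totals only; no filter, filterByExpr or a mean count of 10; the mouse as a block; a correction for GC content (lowess with a span of 0.3 on the GC content of the last 500 bases, fitted on genes with a mean count of at least 5); counts thinned to the smallest library; leaving out mitochondrially encoded genes and the 10 most abundant genes; DESeq2 1.42.0, the exact test of edgeR, limma voom and robust = TRUE; other minimum fold changes and glmTreat; fry, camera with an estimated correlation, and sets without shared genes; and leaving out each library in turn.

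To find genes that could share reads, the last 500 bases of each named gene's longest transcript were aligned with blastn 2.17.0 to the annotated transcripts, and a match to another gene of at least 97% identity over at least 70 bases was counted. The 3′ ends of mitochondrially encoded genes were aligned to the nuclear genome in the same way. Exons of other genes that overlap a named gene were read from the annotation.

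The steps were tested on simulated data for day 7 against day 5. Counts were drawn from the means and library sizes of these libraries, and 15158 genes passed the filter. Of the genes with a mean of at least 5 CPM, 200 were changed. The edgeR test recovered 74% of the changed genes, 98% of those changed by 2 on the log2 scale and 50% of those changed by 1. Of its calls, 1.33% were wrong, and it made 0 calls when no gene was changed. When each gene was given its own estimated spread, 14.5% of calls were wrong. When each day was given its own spread, 65.5% of the changed genes were recovered and 2.96% of calls were wrong. Each of the 3 set tests called both changed sets among 24 simulated sets. The simulated genes were drawn independently, so this cannot show how the set tests behave when genes of a set are correlated.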

Results

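The data are 3′-end RNA-seq counts of mSGOs on day 5 and day 7 of culture, from 3 mice. Day 5 libraries held 2391446, 1918198 and 2652710 counts in genes for mice 1, 2 and 3. Day 7 libraries held 2767820, 2837397 and 2154261. Between 14024 and 14856 genes had a count in a library. The deposited ID with the highest count, ENSMUSG00000098178, has no match in the annotation used for names. It took 12.9% to 18.6% of counts in a library. Its mean share was 13.90% ± 1.07 at day 5 and 17.02% ± 1.74 at day 7 (SD, n = 3). Every day 7 library lay above every day 5 library, by a narrow margin at the closest pair. The exact permutation p was 0.1, the smallest possible here, for a measure that was not planned.

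Library measures were compared first, since a technical difference between the days would show there. The total count was 2320785 ± 372319 at day 5 and 2586493 ± 375937 at day 7 (SD, n = 3), with an exact permutation p of 0.5. Genes with a count differed by a mean of 6.33 (exact permutation p = 1). After thinning to the smallest library the difference was -135 genes (exact permutation p = 0.3), so its sign depended on the depth. The share of counts in the protein genes encoded in the mitochondria was 2.66% ± 0.0597 at day 5 and 1.37% ± 0.772 at day 7 (SD, n = 3). The day 7 share was 2.26% in mouse 1, 0.926% in mouse 2 and 0.924% in mouse 3. All 3 day 7 values were below day 5, which gives the smallest p that 3 against 3 libraries allow (exact permutation p = 0.1, or 0.5 after Benjamini-Hochberg adjustment over the 5 measures). With the mitochondrial ribosomal RNAs added, a share computed after the data were seen, the days overlapped, with 8.27% to 8.98% at day 5 and 9.46%, 5.24% and 6.83% for mice 1, 2 and 3 at day 7 (exact permutation p = 0.4). The 50 most abundant genes took 32.3% ± 0.726 of counts at day 5 and 34.1% ± 3.50 at day 7 (SD, n = 3, exact permutation p = 0.4).

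The libraries of day 5 lay closer together than those of day 7, with biological coefficients of variation of 0.0893 and 0.282. The first principal component held 51.8% of the variance and separated the days. The second held 22.3% and spread the day 7 libraries from -55.0 for mouse 3 to 42.2 for mouse 1, against -5.93 to 2.39 for the day 5 libraries. Spearman correlations across genes were 0.945 to 0.974 within a day and 0.924 to 0.946 across days.

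**Figure D1:**
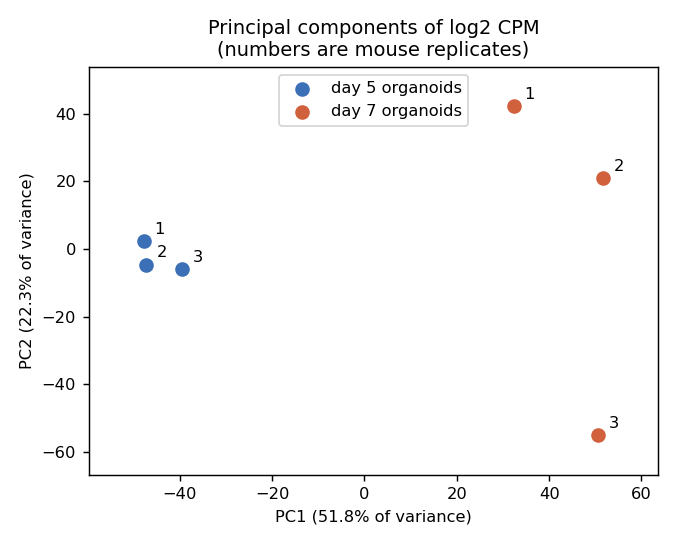
Each point is 1 library, placed by its first (horizontal) and second (vertical) principal component of log2 CPM, with the share of variance on the axis labels and the mouse number beside the point. The day 5 libraries lie together at the left, and the day 7 libraries lie at the right, spread from -55.0 to 42.2 on the second component.

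The main comparison asked which genes differ between 5-day and 7-day mSGOs. Of 15792 genes tested, 1901 (12.0%) were past the threshold, 1140 higher and 761 lower at day 7. The alternative that moved this count most was glmTreat, which tests against a minimum change of 0.6 on the log2 scale and called 622 genes. The count was also moved by single libraries: it was 892, 797 and 890 without day 5 replicate 1, 2 and 3, and 1045 without day 7 replicate 2. Without day 7 replicate 1 or 3 it was 2472 and 2576. With library totals only as scaling, 950 genes were higher and 1008 lower. At an unadjusted p under 0.05 there were 4079 genes. The 3 values of day 7 lay all on one side of those of day 5 in 4887 genes (30.9%, where chance gives 10%), and in 1831 of the 1901 genes past the threshold. Rises reached further than falls: 347 genes rose and 78 fell by more than 2 on the log2 scale. The biological coefficient of variation over all 6 libraries was 0.213.

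**Figure D2:**
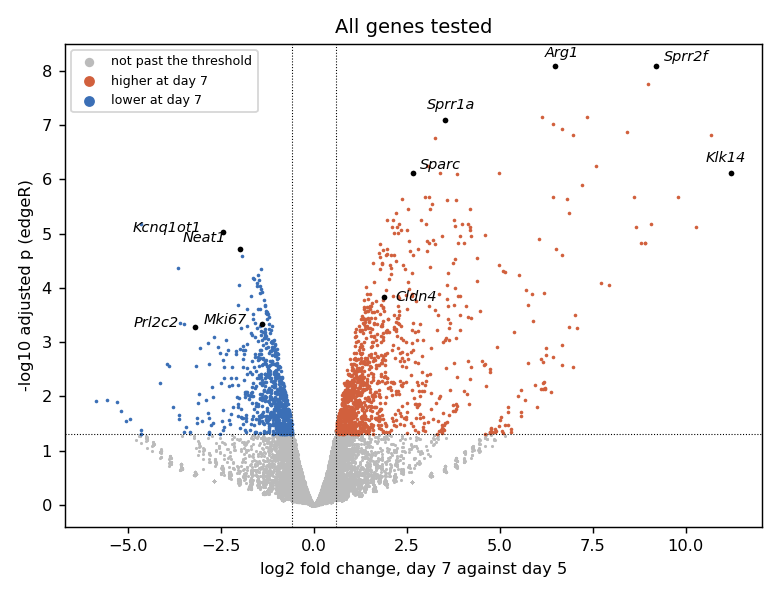
Each point is a gene tested, with its log2 fold change of day 7 against day 5 on the horizontal axis and -log10 of the adjusted p of edgeR on the vertical axis; dotted lines mark the threshold. Of the genes past it, 1140 were higher and 761 were lower at day 7, and fold changes of genes without counts at day 5, such as *Klk14*, are fitted values that depend on the prior count.

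The rises with the smallest p were in *Sprr2f*, *Arg1* and *Sprr2d*. *Sprr2f* (ENSMUSG00000050635, GRCm39 chromosome 3, 92272494 to 92273749) went from 3.00 ± 1.34 to 1830 ± 1193 CPM (SD, n = 3), a log2 fold change of 9.21 ± 0.53 (SE, edgeR adjusted p = 8.16e-09). *Arg1* (ENSMUSG00000019987, chromosome 10, 24791118 to 24803817) went from 8.93 ± 3.55 to 824 ± 366 CPM, a log2 fold change of 6.49 ± 0.38 (SE, edgeR adjusted p = 8.16e-09). *Sprr2d* went from 0.742 ± 0.753 CPM, or 5 counts in all, to 376 ± 217 CPM (edgeR adjusted p = 1.72e-08). Among the 6 largest rises by fitted fold change, 4 genes had a count of 0 in every day 5 library. Against the limit that a count of 0 allows, *Klk14* was at least 94.2-fold higher at day 7, *Sprr2i* at least 64.9-fold, *Lce3a* at least 49.2-fold and *Lce3f* at least 35.0-fold. Without day 7 replicate 2 these limits were 57.9, 51.7, 29.3 and 25.9. *Sprr3* had 1 count at day 5 and 828 at day 7, a ratio of 791 with a 95% counting interval from 142 to 31270. Without day 7 replicate 2 the ratio was 416 (74.0 to 16493), and without day 5 replicate 3 it was 486 (86.9 to 19202). Without day 5 replicate 1, which held the 1 count, *Sprr3* was at least 77.7-fold higher. *Klk14* and *Lce3a* missed the threshold with robust = TRUE (edgeR adjusted p = 0.0625 and 0.102). Over the alternatives with all libraries their adjusted p ranged from 9.04e-86 to 0.0625 for *Klk14* and from 2.40e-58 to 0.102 for *Lce3a*. The 3′ ends of *Lce3a* and *Lce3f* match each other over 293 bases, and that of *Klk14* matches other transcripts over up to 105 bases, so their counts are uncertain.

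The falls with the smallest p were in *Kcnq1ot1*, *Neat1* and *Pop1*. *Kcnq1ot1* (ENSMUSG00000101609, a long non-coding RNA, chromosome 7, 142731402 to 142850327) went from 41.1 ± 5.06 to 7.46 ± 0.927 CPM (SD, n = 3), a log2 fold change of -2.45 ± 0.27 (SE, edgeR adjusted p = 9.35e-06). *Neat1* (ENSMUSG00000092274, a long non-coding RNA, chromosome 19, 5874736 to 5897132) went from 538 ± 123 to 136 ± 35.5 CPM, a log2 fold change of -1.99 ± 0.23 (SE, edgeR adjusted p = 1.91e-05). *Pop1* fell from 102 ± 3.87 to 26.9 ± 8.03 CPM, a log2 fold change of -1.94. Other large falls were in *Prl2c2* (log2 fold change -3.20), *Prl2c5* (-2.59), *Ptgs2os2* (-2.53), *Snora73b* (-2.44) and *Krt79* (-2.20), each with 142 counts or fewer in the day 5 libraries together. In the fits without 1 library, *Prl2c2* ranged from -4.92 to -2.74 and *Prl2c5* from -3.27 to -2.33. *Ptgs2os2* ranged from -3.03 to -2.15, *Snora73b* from -3.41 to -2.06 and *Krt79* from -2.61 to -1.88. Each stayed past the threshold in all of these fits. The 3′ end of *Prl2c2* is shared with *Prl2c3* over all 500 bases compared, and *Snora73b* lies in an exon of *Rcc1*, so reads of these genes cannot be assigned with certainty. *Kcnq1ot1* overlaps exons of *Kcnq1* on the other strand. Of the 76 genes named by rule, 8 overlap an exon of another gene on the same strand and 35 on the opposite strand. The strand setting of the counting is not stated, so a share of their reads is uncertain.

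The next comparison took the genes that the study names for the cell populations of mSGOs and for Notch signalling. They come from its single-cell data and text, as far as stated, and not from these libraries. Of 32 genes, 13 were past the threshold over all genes tested, 9 higher and 4 lower. Adjusted over the list alone, 15 were past it, with *Chrm3* and *Hes1* in addition. At an unadjusted p under 0.05 there were 19. The count was 6 with glmTreat, where *Top2a* and *Hey1* were among those that missed the threshold, and 8 with a minimum log2 fold change of 1. It was 20 without day 7 replicate 1, and leaving out any 1 of the day 5 libraries gave 8.

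The largest rises in this list were in *Sparc* and *Lgals7*, both named for myoepithelial-like cells. *Sparc* (ENSMUSG00000018593, chromosome 11, 55285317 to 55314067) went from 64.1 ± 8.21 to 406 ± 121 CPM (SD, n = 3), a log2 fold change of 2.66 ± 0.23 (SE, edgeR adjusted p = 7.57e-07). *Lgals7* rose by 2.49 on the log2 scale. Of the other genes named for these cells, *Csrp1* rose by 1.62, and *Trp63*, which is also named for stem/progenitor cells, was not past the threshold (0.45, edgeR adjusted p = 0.271). Of the luminal duct genes, *Cldn4* (ENSMUSG00000047501, chromosome 5, 134973973 to 134975788) went from 70.2 ± 12.7 to 261 ± 120 CPM, a log2 fold change of 1.89 ± 0.27 (SE, edgeR adjusted p = 0.000149). *Clic1* rose (0.94), *Krt8* was lower (-0.65 ± 0.20 SE, edgeR adjusted p = 0.0374), and *Krt7* (0.52, unadjusted p = 0.0307, edgeR adjusted p = 0.140), *Krt18* (0.16) and *Krt17* (-0.30) were not past the threshold. Of the stem/progenitor genes, *Nt5e* (log2 fold change 1.25), *Cd24a* (0.76) and *Foxc1* (0.76) were higher, and *Cd164*, *Sox9*, *Itgb1*, *Cd44*, *Trp63*, *Itgb4* and *Alcam* were not past the threshold, with log2 fold changes from -0.33 to 0.54. The basal duct keratins *Krt14* (-0.24, edgeR adjusted p = 0.580) and *Krt5* (-0.49, edgeR adjusted p = 0.140) did not pass it either.

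Both genes of cycling cells fell. *Mki67* (ENSMUSG00000031004, chromosome 7, 135291513 to 135318299) went from 269 ± 36.2 to 101 ± 30.7 CPM (SD, n = 3), a log2 fold change of -1.41 ± 0.23 (SE, edgeR adjusted p = 0.000459). *Top2a* (ENSMUSG00000020914, chromosome 11, 98883769 to 98915062) went from 795 ± 53.5 to 388 ± 77.6 CPM, a log2 fold change of -1.04 ± 0.20 (SE, edgeR adjusted p = 0.00184). The 3′ end of *Mki67* matches a predicted gene over 190 bases. Among the Notch genes, *Hey1* rose from 6.24 ± 0.781 to 17.6 ± 5.93 CPM (log2 fold change 1.47, edgeR adjusted p = 0.00644), while *Notch1* (0.10), *Jag1* (-0.34), *Jag2* (-0.50) and *Hes1* (-0.65) were not past the threshold. With the mouse as a block, *Hes1* passed it (-0.69, edgeR adjusted p = 0.0251, range over its alternatives 0.0157 to 0.664). The pro-acinar genes *Aqp5* (0.93), *Chrm3* (0.88) and *Clcn3* (-0.18) were not past it. Neither was *Alcam* (0.10), which the study names for pro-acinar as well as stem/progenitor cells. *Aqp5* passed with the mouse as a block (0.93, edgeR adjusted p = 0.0412, range over its alternatives 0.0412 to 0.463). The values of *Aqp5* and *Chrm3* rest on few counts: over 3 libraries, *Aqp5* had 56 at day 5 and 106 at day 7, and *Chrm3* had 57 and 107. *Hmga2* was lower at day 7 (-0.79, edgeR adjusted p = 0.0334).

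Several of these calls changed when 1 library was left out. *Cd24a*, *Krt8* and *Hmga2* missed the threshold in each of the fits without a day 5 library, where the log2 fold changes were 0.74 to 0.77, -0.73 to -0.58 and -0.84 to -0.71. They also missed it without day 7 replicate 2 (0.59, -0.56 and -0.61). *Foxc1* missed it without any 1 of the day 5 libraries (0.73 to 0.78). *Clic1* missed it without day 5 replicate 2 (0.94) or replicate 3 (0.89), and *Hey1* without day 5 replicate 1 (1.37). In the other direction, *Cd44* (-0.71), *Krt5* (-0.72), *Krt7* (0.72), *Chrm3* (1.09), *Aqp5* (1.14), *Jag1* (-0.77) and *Hes1* (-0.90) passed it without day 7 replicate 1. *Cd164* (0.85) and *Trp63* (0.71) passed it without day 7 replicate 3. *Nt5e*, *Cldn4*, *Mki67*, *Top2a*, *Lgals7*, *Csrp1* and *Sparc* were past the threshold in all 6 of these fits.

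**Figure D3:**
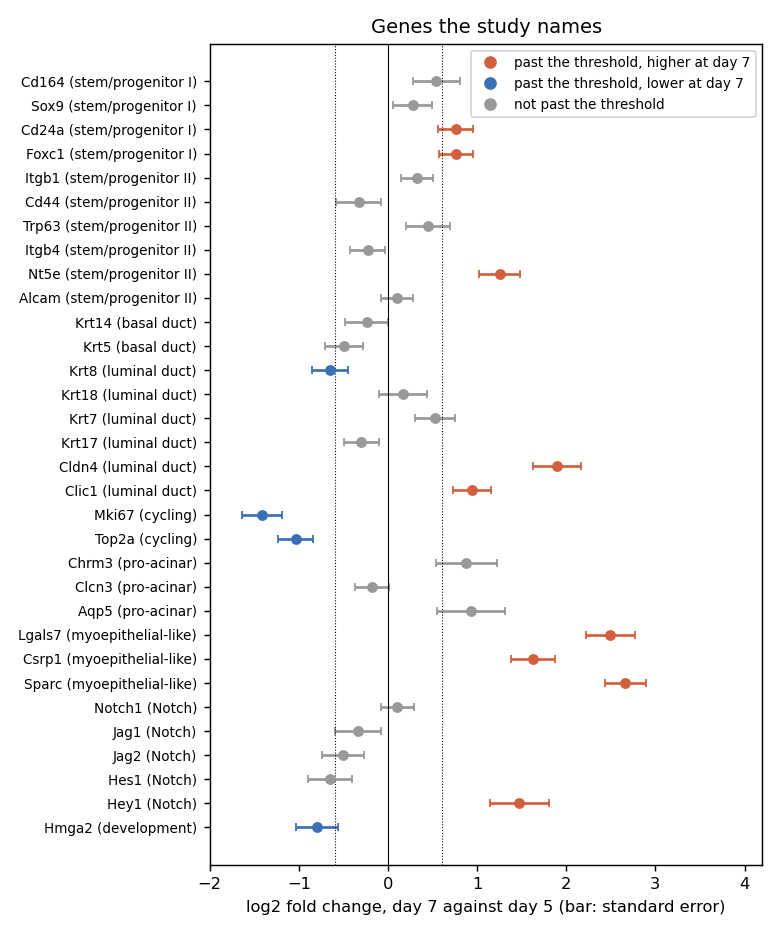
Points give the log2 fold change of day 7 against day 5 for the 32 genes of the list. Bars give the standard error derived from F, brackets the cell population or pathway they mark, and dotted lines the minimum fold change. In colour are the 9 genes past the threshold that were higher and the 4 that were lower, with *Sparc* (2.66) and *Mki67* (-1.41) farthest from 0.

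Gene sets were tested to see which groups of genes moved together. Of 24 sets, 13 had an adjusted p under 0.05 by camera, 9 up and 4 down. The choice that moved this count most was the correlation between genes: when it was estimated for each set, 0 sets passed, 8 had an unadjusted p under 0.05, and the smallest adjusted p of limma's camera was 0.0841. Of the 13 sets, 10 also passed with fry, which did not call cholesterol biosynthesis, immediate early genes and YAP targets.

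Genes of the cornified squamous epithelium rose. The median log2 fold change of the 28 genes tested was 2.76, or 2.07 with genes at 0 in a day set to their bound, and 19 were past the threshold, all higher (camera adjusted p from limma 7.45e-35). Cell cycle genes fell, with a median of -1.07 over 42 S phase genes, 30 of them past the threshold (limma camera adjusted p = 2.82e-25), and of -0.98 over 52 G2/M genes, 40 of them past it (limma camera adjusted p = 6.91e-29). None of the genes past the threshold in these 2 sets rose. Genes of glycolysis and hypoxia rose by a median of 0.96, and 18 of 30 were past the threshold (limma camera adjusted p = 5.35e-18). *Ndrg1* (3.39), *Egln3* (3.09) and *Bnip3* (3.06) were the members with the smallest p. The myoepithelial-like markers rose by a median of 2.58 over 6 genes (1.78 with the bound), interferon-stimulated genes by 0.68 (0.54) and genes of the epithelial-mesenchymal transition by 0.42 (0.35). The directions of these sets held under each scaling tried.

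Smaller shifts were found in other sets. Cholesterol biosynthesis had a median of -0.37 and nuclear oxidative phosphorylation of -0.23. YAP targets had a median of 0.64, immediate early genes of 0.55, luminal duct markers of 0.52 and the 4 stem/progenitor I markers of 0.65. With the mouse as a block, 11 of the 13 sets passed. Luminal duct markers (limma camera adjusted p = 0.0752, range over the alternatives 0.00829 to 0.228) and immediate early genes (0.0813, range 0.00340 to 0.679) did not. Stem/progenitor I markers missed the threshold in 5 of the 6 fits without 1 library, with medians from 0.48 to 0.69 in those fits, and passed only without day 7 replicate 3. With all libraries they missed it with library totals only (0.56, limma camera adjusted p = 0.0649), filterByExpr (0.65, 0.0759), a mean count of 10 (0.65, 0.0789) and an estimated correlation (0.65, 0.211), against adjusted p down to 0.0223 over the other alternatives. Luminal duct markers missed it also with the GC correction (0.52, limma camera adjusted p = 0.0524), and without day 5 replicate 2 (0.46) or day 7 replicate 3 (0.21). YAP targets missed it without day 5 replicate 2 (0.57) or day 7 replicate 1 (0.15), and immediate early genes without day 5 replicate 2 (0.56) or day 7 replicate 1 (0.24). Notch pathway genes had a median of 0.23 over 35 genes and did not pass by camera (limma adjusted p = 0.427). They passed by fry (limma adjusted p = 0.00698, range over the alternatives 0.00698 to 0.628). Notch targets did not pass (median 0.23 over 9 genes, limma camera adjusted p = 0.929). The sets of salivary acinar and secretory genes, ribosomal proteins, mitochondrially encoded genes, p53 targets, Wnt targets, the unfolded protein response and basal duct, pro-acinar and stem/progenitor II markers did not pass by camera, with adjusted p from 0.281 to 0.929. Of these, the salivary acinar and secretory genes (median 1.19, of fitted values) and the mitochondrially encoded genes (-0.93) passed without day 7 replicate 1, and the ribosomal proteins (-0.16) passed without day 7 replicate 2.

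**Figure D4:**
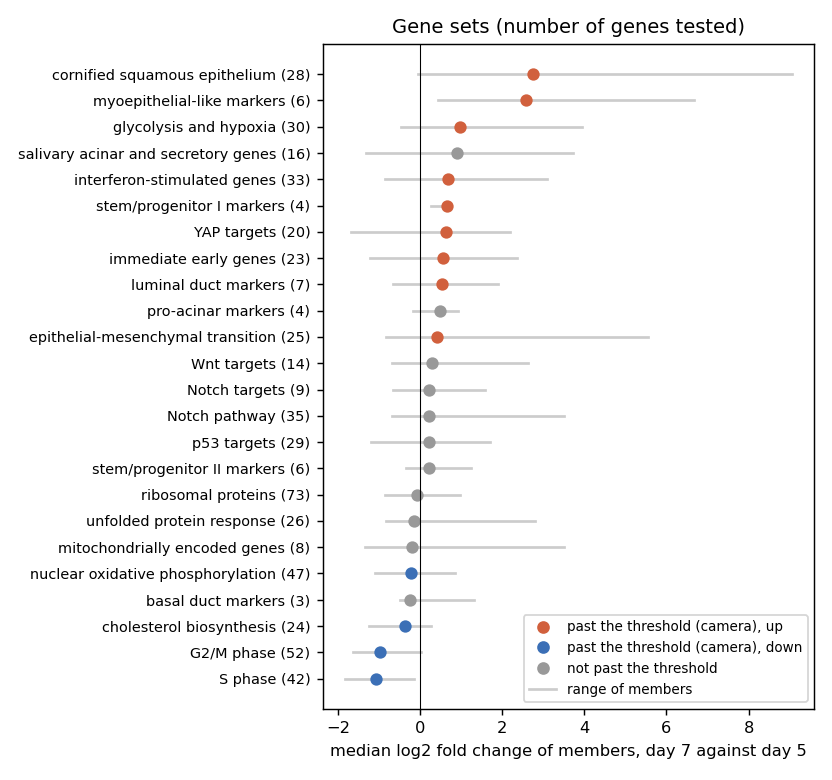
Points give the median log2 fold change of day 7 against day 5 over the genes of each set, grey lines the range of its members, and the number in brackets how many genes were tested; the medians use fitted values also for genes at 0 in a day. The medians of the cornified squamous epithelium (2.76) and the myoepithelial-like markers (2.58) lie far to the right and that of the S phase (-1.07) to the left, and the members of most sets spread over both directions.

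Some of the genes that rose lie next to each other, which was looked into after their values were seen. In windows of 1000000 bases, a stretch of chromosome 3 (GRCm39, 92000001 to 93000000) held 24 rises among 35 genes tested and 0 falls, the most of any window. It contains the *Sprr* and *Lce* genes, small proline-rich and late cornified envelope proteins. *Sprr1a* (ENSMUSG00000050359, 92390424 to 92393208) went from 63.6 ± 16.3 to 735 ± 206 CPM (SD, n = 3), a log2 fold change of 3.53 (edgeR adjusted p = 8.10e-08). *Ivl*, chosen after its value was seen, did not pass the threshold (0.58, edgeR adjusted p = 0.0884). The 24 genes were the same under each scaling tried. Of these 24 genes, 5 have a 3′ end nearly identical to that of another gene.

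**Figure D5:**
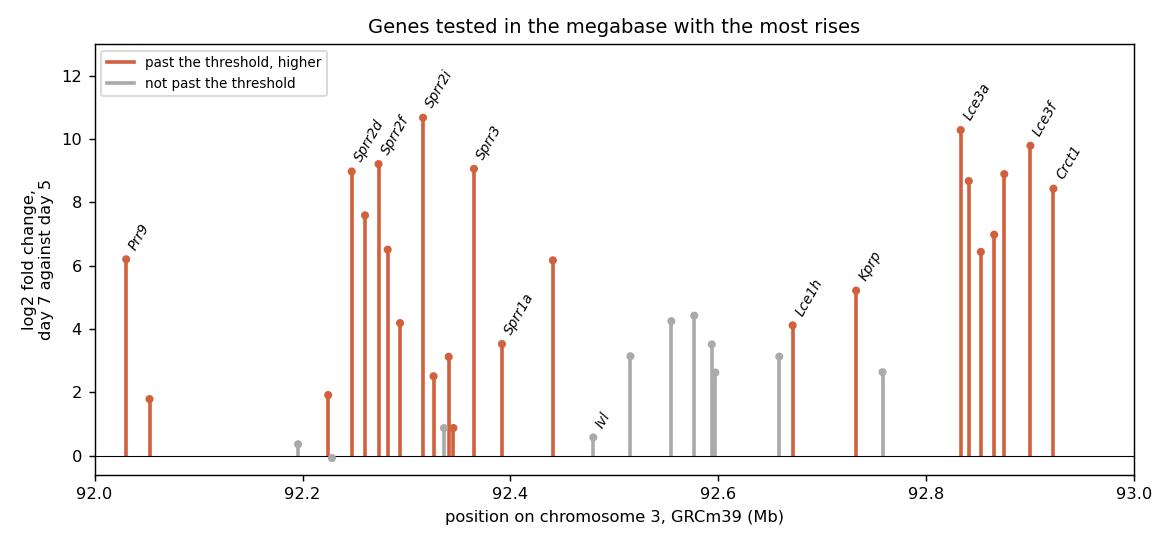
Each line is a gene tested in the stretch of chromosome 3, at its position in Mb (GRCm39) and with its fitted log2 fold change of day 7 against day 5 as height; the height is not a bound for genes without counts at day 5. In colour are the 24 of 35 genes past the threshold, all higher at day 7 under each scaling tried.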

Values the study reported

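The study called genes in its bulk RNA-seq data as differentially expressed with a log fold change above 0.6 and an FDR below 0.05.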

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

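All tests of an explanation in this part were chosen only after the result was seen.

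The share of reads that fell in no gene, or could belong to more than 1 gene, differed between the days. These reads are outside the gene counts that the comparisons use. The share of all counts in a file was 14.1% ± 0.350 at day 5 and 9.37% ± 0.327 at day 7 (SD, n = 3), far above the limit that a count of 0 allows. It was 13.7%, 14.0% and 14.4% for mice 1, 2 and 3 at day 5 and 9.12%, 9.25% and 9.74% at day 7. The exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. Reads outside any annotated gene made the difference, with 13.3% to 14.0% at day 5 and 8.67% to 9.36% at day 7, and ambiguous reads took 0.380% to 0.479% of a library.

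Depth does not account for the difference. The total counts of the days overlapped, while the lowest share at day 5 was 4.01 percentage points above the highest at day 7. A few abundant genes did not carry the difference either. With the most abundant ID and the mitochondrial ribosomal RNAs left out of the total, the mean shares differed by 5.16 percentage points, with SDs of 0.256 at day 5 and 0.642 at day 7 (n = 3).

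A candidate explanation is that the day 5 libraries held more unspliced or nuclear RNA, whose reads could fall in introns. Long non-coding RNAs, many of which stay in the nucleus, were lower at day 7 as a class: the median log2 fold change of 994 of them was -0.18, with 38 past the threshold lower and 21 higher. The limma camera test of this class against all other genes gave an unadjusted p of 0.0168 and an adjusted p of 0.0252 over the 6 classes compared. With fry the unadjusted p was 0.00587 and with an estimated correlation 0.0460. Among the 122 long non-coding RNAs with a mean count of 10, the median was -0.16, and 22 were lower and 12 higher. The unadjusted p of this subset was 0.00347 by camera and 0.0791 with an estimated correlation. Small nucleolar RNAs had a median of -0.75, with 3 lower and 4 higher (limma camera unadjusted p = 0.0639). Predicted loci named Gm or Rik, which may share members with the other classes, had a median of -0.17. Of these loci, 54 were lower and 24 higher (limma camera unadjusted p = 0.00873), so a fall particular to long non-coding RNAs was not shown. The values for long non-coding RNAs fit the explanation and do not settle it. *Neat1* and *Kcnq1ot1* had been seen to fall before that class was tested, and the positions of the reads outside genes were not analysed here. The annotation used for counting may also lack transcripts that are made more at day 5. The labels give no library or sequencing batch, so none was tested. A difference in RNA preparation between the days stays open, as does a biological difference between 5-day and 7-day organoids, which was not tested.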

How the results depend on the processing

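The limma voom fit with a separate weight for each day was chosen after seeing the data, because the spread differed between the days, and so was the use of other minimum fold changes and glmTreat for the study's genes and the named genes. All other tests in this part were chosen before.

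Under 19 of the 20 alternatives that kept all libraries, the number of genes past the threshold lay within 1.5 times the 1901 reported, from 1291 with a minimum log2 fold change of 1 to 2447 with the mouse as a block and a GC correction. It was 622 with glmTreat, all of them among the 1901, because that test asks for a change beyond 0.6 and not for a change beyond 0. Of the 1901 genes, 1892 were shared with the fit on the size factors of DESeq2, 1573 of the 1578 called by DESeq2 itself, 1635 of the 1752 called by limma voom, and 1738 of the 1871 called with a separate weight for each day. No gene past the threshold in both fits had the opposite direction under any alternative, with 0 such genes in each. Without a filter 2405 genes passed, and with filterByExpr or a mean count of 10 the numbers were 1643 and 1625. With library totals only, 950 genes were higher and 1008 lower, against 1140 and 761 with TMM, so the surplus of rises depends on the scaling. This scaling moved the median of all genes by -0.09.

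Leaving out 1 library gave from 797 to 2576 genes. The numbers were 892, 797 and 890 without day 5 replicate 1, 2 and 3, 1045 without day 7 replicate 2, 2472 without day 7 replicate 1 and 2576 without day 7 replicate 3. Of these, 882, 794, 884, 1026, 1708 and 1740 were among the 1901. The day 5 libraries lie close together and the day 7 libraries do not, with coefficients of variation of 0.0893 and 0.282, so a candidate explanation is that the estimated spread is smaller without a day 7 library that lies apart and larger without a day 5 library. The cause was not tested. For the 32 genes of the study, the fits without 1 library gave from 8 to 20 genes past the threshold and the alternatives with all libraries and the same minimum fold change from 11 to 15. The number was 13 with no minimum, 8 with a minimum of 1 and 6 with glmTreat. For the 24 sets, the fits without 1 library gave from 9 to 13 sets, but these were not always among the 13. Without day 7 replicate 1, 10 of the 12 sets were shared, and the salivary acinar and secretory genes (higher) and the mitochondrially encoded genes (lower) entered. Without day 7 replicate 2, 12 of the 13 were shared, and the ribosomal proteins (lower) entered.

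With the camera correlation estimated for each set, 0 sets passed, against 13 with the preset correlation, and 8 had an unadjusted p under 0.05. The other alternatives that kept all libraries gave 11 to 13 sets. The set results therefore rest on the preset correlation, or on fry, which also called 10 of the 13.

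With the mouse as a replicate block, 2340 genes were past the threshold, 1322 higher and 1018 lower, and 1841 of the 1901 were among them. The number was 2062 on thinned counts with the block and 2447 with the block and a GC correction. The block added *Aqp5* and *Hes1* to the study's genes past the threshold, which made 15, and took luminal duct markers and immediate early genes from the sets, which left 11. It changed no other call among the 76 named genes and the sets reported. With thinned counts it added *Chrm3* (1.05), and with the GC correction *Krt5* (-0.60), in both cases without *Aqp5*. In the exact sign-flip tests of library measures within mice, the share of mitochondrially encoded protein genes had p = 0.25, the smallest that 3 mice allow.

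Of the 76 named genes, 66 kept their direction and side of the threshold under all alternatives with all libraries and the same minimum fold change, 5 were weaker at least once, 4 stronger and 1 had its direction reversed. With a minimum of 1, 12 of the 76 no longer passed, among them *Clic1* (0.94), *Cd24a* (0.76), *Foxc1* (0.76), *Krt8* and *Hmga2*, and with glmTreat 16 no longer passed. With these included, 53 kept both and 18 were weaker at least once. When 1 library was left out, 50 kept both, 15 were weaker at least once, 9 stronger and 2 reversed. The reversals were of small changes. *Krt18* was at -0.0236 with the block and GC correction, against 0.16, and from -0.20 to 0.47 in the fits without 1 library, with the negative value without day 7 replicate 3. *Krt14* ranged from -0.42 to 0.00786, with the positive value without day 7 replicate 2. The median of Notch targets was -0.000336 with filterByExpr and -0.00458 with a mean count of 10, each with 8 genes tested in place of 9, and ranged from -0.0714 to 0.36 in the fits without 1 library. None of these was past the threshold. The difference in genes with a count went from 6.33 to -135 after thinning, since the day 7 libraries were deeper on average. Without 1 library it ranged from -193 to 223 before thinning and from -193 to -48 after it. Beyond the causes given, the cause was not tested.

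Thinning every library to 1918198 counts left 1511 genes past the threshold, and *Krt8*, *Hmga2* and *Tm7sf2* no longer passed. *Hmga2* also missed the threshold with filterByExpr and with a mean count of 10. In the simulated data, 50% of the genes changed by 1 on the log2 scale were recovered, so a gene not called here may have changed by that much. The changed genes all had a mean of at least 5 CPM, so recovery of genes below that level was not measured.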

Other observations

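The tests of the 10 splits, of library size and abundant genes for the number of genes past the threshold, of near-identical copies and of nuclear copies of mitochondrial genes were chosen before their results were seen, and the tests of fibroblasts, of the spread at day 7 and of the placement of rises only after. The GC correction was chosen before, but what it would have to show for GC content to be the cause was set only after.

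The number of genes past the threshold was set against other splits of the libraries. In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, at least 1901 genes passed. The other splits gave 0 genes, with 112 to 674 genes at an unadjusted p under 0.05 against 4079 in the real split. With 10 splits the share cannot fall under 0.1, so the splits alone cannot exclude chance. Of the splits, 4 part the 2 libraries of each of the 3 mice, the real one among them, and the other 6 part 1 pair. For gene sets, 1 of the 10 splits gave as many sets as the 13 of the real one, but the others gave 3 to 11 sets, among them 11 in a split that parts all 3 pairs. A count of sets by camera with the preset correlation is thus high in these libraries also where no gene passes. Each of the other splits sets 2 libraries of one day and 1 of the other against the reverse, so a part of the difference between the days remains in it, and these sets do not show differences unrelated to the day. Library size does not account for the number of genes, since 1511 passed after thinning to the smallest total. Nor do a few abundant genes, since 1841 passed without mitochondrially encoded genes and the 10 most abundant genes. After the GC correction, 1846 of the 1901 genes passed in the same direction. The labels give no library or sequencing batch, so none was tested. The time in culture, which the design names, stays open and was not tested.

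The day 7 libraries differed from each other far more than the day 5 libraries. The biological coefficient of variation was 0.0893 at day 5 and 0.282 at day 7 over 8172 genes. After thinning to one total the spread at day 7 was 3.12 times that at day 5, which argues against depth. A single outlying library would leave a close pair, but the closest day 7 pair (0.191, replicates 1 and 2) was 1.75 times as far apart as the furthest day 5 pair (0.109). That argues against 1 library as the whole cause. Replicate 3 was in both wider pairs (0.346 with replicate 1 and 0.293 with replicate 2), so a part of the spread may come from it. If the day 7 organoids of the 3 mice merely stood at different points of the change from day 5, the difference between 2 of them should follow the change from day 5 to the other one. Across genes, which are not independent replicates, these correlations were 0.31, -0.02 and -0.41, with a median size of 0.313. The correlation near 0 belongs to the pair that is furthest apart (replicates 1 and 3, 0.346), which argues against this as the whole cause, although the other 2 values leave room for a part of it. A difference between cultures or mice that grows with time in culture, and handling of single cultures, stay open and were not tested.

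The stretch of chromosome 3 with 24 rises was set against chance. When the 1127 rises with a position were placed at random over 15544 genes in 10000 draws, no window held more than 14 in any draw. No draw reached 24, so chance placement does not account for it. The next window, on chromosome 7 (43000001 to 44000000, with *Klk14*), held 10 rises, which 238 of the 10000 draws reached somewhere in the genome. Falls were not crowded, with at most 6 in a window, as in 4299 draws. Reads shared between paralogs do not account for the stretch either, since 19 of the 24 genes have no nearly identical 3′ end elsewhere, although the 5 *Lce3* genes that share theirs cannot be counted apart. The joint rise may reflect a squamous, keratinising change in 7-day mSGOs, or control of the whole stretch, neither of which was tested apart from the other. The same stretch supplies many members of the cornified set, so the rise of that set and the crowding are not separate results.

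Genes of the epithelial-mesenchymal transition rose, with *Fn1* at 204 CPM, *Sparc* at 406 and *Tnc* at 124 at day 7. Fibroblasts carried over from the gland would bring collagens with them. The 12 fibroblast genes summed to 1.14 CPM at day 5 and 3.34 CPM at day 7, with *Col1a1*, the most abundant, at 0.547 CPM, which is far below the level of *Fn1*. Fibroblasts therefore do not account for the rise. Of other cell types, macrophage genes summed to 1.03 and 5.25 CPM (mostly *Cd68*, at 5.13 CPM at day 7), endothelial genes to 13.5 and 18.5 CPM (mostly *Egfl7*, at 16.4 CPM at day 7) and erythroid genes to 0 and 0.155 CPM. *Cd68* and *Egfl7* may also be made by epithelial cells. A change in the epithelial cells themselves stays open and was not tested.

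*Xist* had 450 CPM at day 5 and 380 CPM at day 7, with 722 to 1228 counts in each library. The 4 Y-linked genes had 0 counts at day 5 and 2 at day 7, both in *Uty* in replicate 2. This is what female mice would show, and the study states that it used only females.

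Of 13 mitochondrially encoded protein genes, 5 had a count of 0 in all libraries: *mt-Co2*, *mt-Co3*, *mt-Atp6*, *mt-Atp8* and *mt-Nd4l*. The 3′ end of each is covered to 100% by an identical nuclear copy on chromosome 1 (GRCm39, 24651485 to 24654462). Of the 8 genes with counts, 2 are fully covered by a nuclear copy of at least 97% identity. These are *mt-Nd3*, which has 4 counts and a copy of 99.7% identity in the same stretch of chromosome 1, and *mt-Co1*, which has 9057 counts and a copy of 97.2% identity. This is consistent with reads that align equally well to 2 places not having been counted, which is not stated for these files. The share of counts in these protein genes would then be too low in every library. A biological explanation was not tested, and genes with recent copies elsewhere, such as *Lce3f* and *Prl2c2*, may be undercounted in the same way.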
